A study of Mus musculus with 14 samples. Its data were reported in "Transformation of intestinal stem cells into gastric stem cells on loss of transcription factor Cdx2" (2014).

How the data were processed

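RNA from 14 samples was hybridised to Affymetrix Mouse Gene ST 1.1 arrays, 1 array per sample. The authors summarised the scans with the RMA-sketch method of Affymetrix Power Tools, which corrects background, normalises arrays to each other and gives 1 value per probe set, and they deposited log2 expression values for 35556 probe sets. All 14 value columns were matched to a sample by name, and 0 value columns were left unmatched. The values were used as deposited, without a further normalisation. On 2 arrays (control SI SCs 3 and SI organoids in SI medium 3) 100% of the values were the log2 of a linear signal rounded to 1 decimal, against 0.155% to 0.231% on the other arrays. The upper quartile of those 2 arrays was 7.50 and 7.57, against 7.79 to 7.90 on the others, so they had been exported differently, and whether they were normalised together with the others is not stated. Array medians ran from 4.72 to 5.05. RMA-sketch assumes that most probe sets have a similar distribution on all arrays, and a background signal keeps silent genes above 0, so folds of weakly expressed genes are compressed.

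Samples were grouped by their labels into control SI SCs (n = 3), control Sto SCs (n = 2), Cdx2null SI SCs (n = 2), SI organoids in SI medium (n = 3), Sto organoids in SI medium (n = 2), SI organoids in Sto medium (n = 1) and Sto organoids in Sto medium (n = 1). Probe sets were named through the platform's annotation, which lists genes for 23099 of them. Of these, 21218 had 1 gene symbol and 1881 had several, and 12457 probe sets had no listed gene. Symbols of 21185 probe sets were updated through the Entrez ID with a RefSeq gene table of assembly GRCm38.p6, which was used for names only. Probe sets with several genes or none were left out of the comparisons between genes. Where a gene had more than 1 probe set (1386 genes), the probe set with the highest mean over all arrays was kept, which left 18820 genes. An array's precision depends on its signal over background, which was not analysed here beyond the values themselves, and the number of arrays limits the precision of each mean.

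Each comparison was fitted with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with 2-sided tests and Benjamini-Hochberg adjustment over the 18820 genes. A gene was called where its adjusted p was under 0.05 and its fold at least 2 (1 on the log2 scale). The methods' t-test with the same fold was computed as an alternative, at an unadjusted p under 0.05 (its threshold) and after Benjamini-Hochberg adjustment. The study compared 2 samples of each type of SC and states a false discovery rate correction. Counts of that test with 3 control SI SC arrays therefore need not match its own. The 3 comparisons of SCs were fitted on the 7 SC arrays, so that the groups shared an estimate of the spread. The comparisons of origin and of medium in organoids were fitted on the 7 organoid arrays, the latter with origin and medium as additive terms. Sorted SCs against organoids, and the difference between the origin effect in SCs and in organoids, were fitted on all 14 arrays. A fold is 2 to the power of the absolute log2 difference between group means, and errors are the standard errors (SE) of that difference from limma unless given as the SD between arrays.

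Lists of genes were tested with limma's camera at its preset correlation of 0.01 and with an estimated correlation, and with fry, each adjusted over the 27 lists of a comparison. The lists were study intestinal markers, study gastric markers, intestinal stem cell, enterocyte, goblet, Paneth, enteroendocrine, tuft, gastric pit, gastric neck and pyloric gland, gastric chief, gastric parietal, gastric identity, intestinal transcription factors, squamous epithelium, Hox genes, proliferation, Wnt targets, Fgf and MAPK targets, dissociation stress, interferon response, cholesterol synthesis, mesenchyme, immune, endothelium, sex-linked and housekeeping. The members of both study lists are markers that the study named, citing earlier work, and part of them it reported as changed on these samples, so their direction is not independent evidence. Called members were counted after adjustment over all genes and again adjusted over the list alone. The groups, tests, lists and alternatives were fixed before the data were examined, apart from the alternatives that the text describes as chosen after seeing the data.

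The genes named in the text follow a rule fixed with the lists. Named were Cdx2, Lgr5 and the measured members of both study lists (30 genes), and the called genes with the largest rises and falls among those whose arrays did not overlap between the groups compared, 8 in each direction for the comparisons among SCs and of origin in organoids and 5 for the others. As examples of a list, its called members were named, up to the 4 with the smallest adjusted p in each direction, with any member named to say that it was not called. Genes named outside this rule are said to have been chosen after their values were seen.

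The agreement of a pair of differences that share the control SI SCs was set beside 100 simulations of unchanged groups. Each array was also placed between control SI SCs (0) and control Sto SCs (1) by projecting its values for the genes called between them on the difference of their means, with a control array left out of the means and genes that placed it. The fits and list tests were checked on simulated values with 200 changed genes. For the Cdx2null against control SI SCs comparison (18820 genes), 34.3% of genes changed by 1 on the log2 scale were called, 77.6% of those changed by 2 and 93.9% of those changed by 3. For Sto against SI organoids in SI medium the shares were 2.99%, 50.7% and 59.1%.

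The alternatives were quantile normalisation, centring of each array on its median, a filter of the dimmest 30% of genes, the average of a gene's probe sets, all probe sets, limma's trend and robust options, other sets of arrays in the fit, a term for the 4 arrays that carry an extra identifier in their labels, a block for the replicate number, the methods' t-test, and leaving out each array in turn. Chosen after seeing the data were a term for the 2 differently exported arrays, either array term within the 7 arrays of a comparison's fit, a term for the sex of the cells, leaving out both differently exported arrays, fits of 13 arrays, list counts without single libraries, and the test of medium by origin and the fits of the medium within an origin that leave out a library. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 drew the plots. RNA sequencing of the same study was not analysed here.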

Results

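Gene expression was measured in 14 samples of 7 groups, each sample on its own array. Of these, 7 arrays held sorted stem cells (SCs), the Lgr5-EGFP-high cells taken from clonal organoids. Lgr5 is a Wnt target gene and receptor that marks the cycling stem cells of intestinal crypts and pyloric glands. They included control small intestinal stem cells (control SI SCs, n = 3) and control stomach stem cells (control Sto SCs, n = 2). The third group was small intestinal stem cells in which the remaining Cdx2 allele had been removed by tamoxifen-induced Cre (Cdx2null SI SCs, n = 2). Cdx2 is a homeobox transcription factor of the intestinal epithelium. The other 7 arrays held whole control organoids, unsorted, from small intestine or stomach. They had been grown in intestinal medium (SI medium, with EGF, Noggin and R-spondin; SI organoids n = 3, Sto organoids n = 2) or in gastric medium (Sto medium, which adds Wnt, Fgf and gastrin; n = 1 of each origin). As far as the paper states it, the SCs came from cultures in Sto medium. It gives that medium for 2 samples of each type of SC, so 1 of the 3 control SI SC arrays is not covered. The number of arrays limits the precision of every value. The study calls its samples independent without stating that each came from an animal of its own. Control SI SCs hold male and female arrays (below), so that group spans more than 1 animal, and for the other groups the number of animals is not known.

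The level of Cdx2 was examined first. In control SI SCs it was 9.04, 10.05 and 8.94 on the log2 scale (mean 9.34 ± 0.61 SD, n = 3), and in control Sto SCs 5.08 and 4.67 (4.87 ± 0.29 SD, n = 2). The library labelled Cdx2null SI SCs 1 was at 8.41 and the library labelled Cdx2null SI SCs 2 at 4.88. The Cdx2 probes include exons that stay in the genome after the deletion, so these levels do not check the deletion. Among organoids, Cdx2 was at 4.72 and 5.57 in Sto organoids in SI medium, 4.57 in Sto organoids in Sto medium and 9.19 in SI organoids in Sto medium. SI organoids in SI medium were at 9.92 and 9.67 on arrays 2 and 3 and at 5.52 in the library labelled SI organoids SI med 1, which goes against that label. Lgr5, the gene behind the sort, was at 11.22 ± 0.39 SD in control SI SCs, 10.95 ± 0.26 in control Sto SCs and 11.05 ± 0.38 in Cdx2null SI SCs.

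Some libraries differed in ways that the groups do not explain. Over the 538 genes called between control Sto SCs and control SI SCs, the library labelled SI organoids SI med 1 lay at 0.870 on a scale from control SI SCs (0) to control Sto SCs (1). SI organoids in SI medium 2 and 3 lay at -0.19 and -0.31 and SI organoids in Sto medium at 0.0968. Xist, which is transcribed from the inactive X chromosome of female cells, was at 3.35 and 3.77 in control SI SCs 1 and 3 and at 3.23 in Sto organoids in Sto medium 1. It was between 10.18 and 12.05 on the other 11 arrays. The Y-linked gene Kdm5d was at 7.10, 7.74 and 7.25 on those 3 arrays and at most 4.10 elsewhere.

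**Figure D1:**
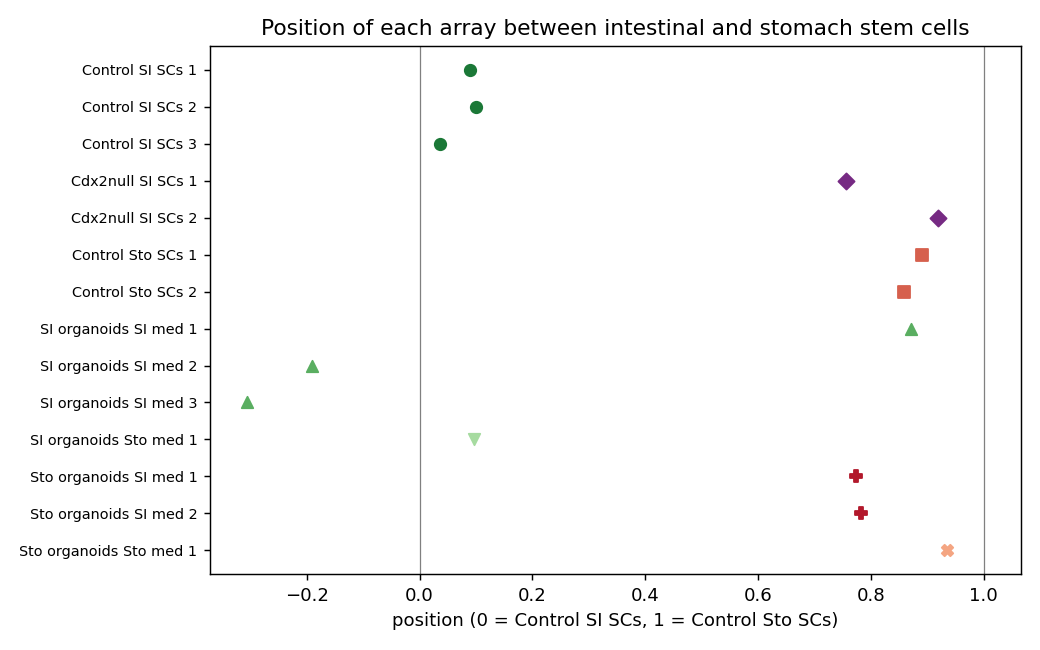
Position of each of the 14 arrays between control SI SCs (0) and control Sto SCs (1) over the genes called between those groups, 1 point per array (538 genes for the arrays outside those groups). The Cdx2null SI SCs lie at 0.756 and 0.919, the Sto organoids between 0.774 and 0.935, and the library labelled SI organoids SI med 1 at 0.870. Control arrays, each left out of the means and genes that placed it, lie at 0.891 and 0.858 (Sto SCs) and between 0.0367 and 0.0998 (SI SCs).

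Comparing Cdx2null SI SCs with control SI SCs asks what loss of Cdx2 did to the stem cells themselves. The largest falls were those of Cps1, the first enzyme of the urea cycle (145-fold, log2 fold change -7.18, SE 0.46, adjusted p = 0.00139) and the membrane mucin Muc13 (67.9-fold, -6.09, SE 0.42, adjusted p = 0.00181). The brush border myosin Myo7b fell 56.8-fold (-5.83, SE 0.41, adjusted p = 0.00188). In Cdx2null SI SCs Cps1 (3.90), Muc13 (3.52) and Myo7b (4.66) lay under the array medians of 4.72 to 5.05. Their folds may therefore be lower bounds, and the order of these falls is uncertain. The largest rises were those of Bpifb1, a secreted protein of mucosal glands (70.7-fold, 6.14, SE 0.74, adjusted p = 0.0116) and the calpain relative Capn6 (48.5-fold, 5.60, SE 0.20, adjusted p = 0.00038). The membrane mucin Muc1 rose 31.3-fold (4.97, SE 0.54, adjusted p = 0.00782), with n = 2 and 3 arrays in limma's fit. Part of these folds depended on single libraries. Without the library labelled Cdx2null SI SCs 1, Bpifb1 was 133-fold and Muc1 52.9-fold higher and Myo7b 94.7-fold lower. Without Cdx2null SI SCs 2, Muc1 was 18.5-fold higher and Myo7b 34.0-fold lower. The folds of Cps1 (167 and 125), Muc13 (78.8 and 58.5) and Capn6 (53.4 and 44.0) moved less. Lgr5 differed by -0.17 (SE 0.28, adjusted p = 0.898).

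Among the other genes with the largest changes were the gut alkaline phosphatase Alpi (-5.29, SE 0.24), the fatty acyl reductase Far2 (-5.00, SE 0.29) and the membrane protein Tm4sf20 (-4.90, SE 0.31). The brush border cadherin Cdhr5 (-4.88, SE 0.25) and the secreted lectin Reg4 (-4.82, SE 0.41) followed, all with adjusted p between 0.000694 and 0.00369. Rises of similar size were seen for the trefoil peptide Tff2 (4.74, SE 0.22, adjusted p = 0.000694) and the iron-binding protein Ltf (4.73, SE 0.76, adjusted p = 0.0343). They were followed by Cblif, the gastric intrinsic factor that binds vitamin B12 (4.69, SE 0.44, adjusted p = 0.00528), the gastric tight junction protein Cldn18 (4.61, SE 0.64, adjusted p = 0.019) and the protease inhibitor Serpina3n (4.58, SE 0.34, adjusted p = 0.00224).

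Of the 16 study intestinal markers, 8 fell and 0 rose (12 fell when adjusted over the list alone). The study cites earlier work for these markers and reports part of them as changed on these samples, so neither this count nor the gastric one is independent evidence. Besides Muc13, Alpi and Reg4, the falls were those of the goblet cell peptide Tff3 (15.8-fold, -3.98), the homeobox factor Cdx1 (6.71-fold, -2.75) and the RNA-binding protein Msi1 (5.64-fold, -2.50). The transcription cofactor Dach1 (5.48-fold, -2.46) and the matrix protein Smoc2 (3.84-fold, -1.94) fell as well, and the highest adjusted p among the 8 was that of Msi1 (0.0208). The stem cell marker Olfm4 (-3.89, SE 0.73, adjusted p = 0.0616), the adhesion protein Cdh17 (-4.06, SE 0.80, adjusted p = 0.0727) and the goblet cell mucin Muc2 (-2.36, SE 0.53, adjusted p = 0.103) did not pass. Clca4b (-1.82, SE 0.42, adjusted p = 0.114), Cdca7 (-0.81, SE 0.23, adjusted p = 0.187) and Cdx2 (-2.69, SE 0.93, adjusted p = 0.295) were not called either. Nor were Clca4a (-0.46, adjusted p = 0.514), the microvillus protein Vil1 (0.04, adjusted p = 0.974) and the Paneth cell lysozyme Lyz1 (1.49, SE 1.84, adjusted p = 0.851). Of the 12 study gastric markers, Muc1, Tff2, Cblif and Cldn18 rose and 0 fell (5 rose when adjusted over the list alone). The gland mucin Muc6 was 4.11-fold higher without passing (2.04, SE 0.37, adjusted p = 0.0527). The chief cell pepsinogen Pgc differed by 0.99 (SE 1.12, adjusted p = 0.836), and Muc5ac, Gast, Shh, Atp4a, Atp4b and Col11a2 by -0.21 to 0.24 (adjusted p 0.64 to 0.973). The study reports Pgc, Col11a2, Muc5ac, Gast, Shh and the H+/K+ ATPase from organoids, as it does Vil1 and Lyz1. They are not among the markers it lists for sorted SCs, so these values do not test those reports. Both study lists passed camera's test (adjusted p = 2.49e-22 and 7.47e-06), and each had an adjusted p = 0.0695 with an estimated correlation.

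**Figure D2:**
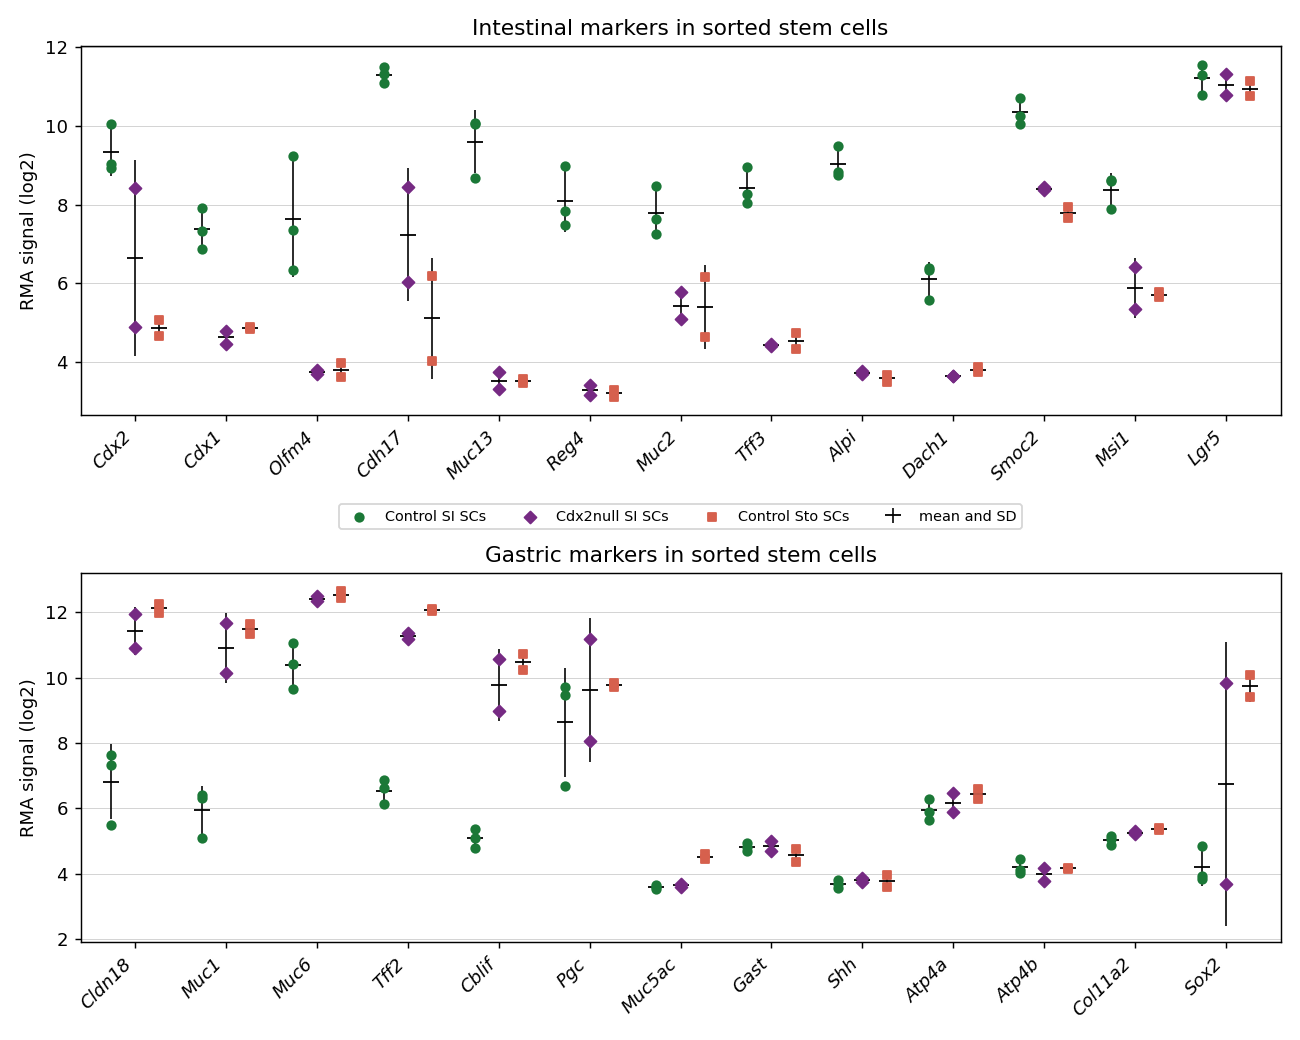
RMA signal (log2, y axis) of intestinal markers (upper panel) and gastric markers (lower panel) in each sorted stem cell array, 1 point per array, with the mean and SD of each group as black bars. Lgr5 lies near 11 in all 3 groups, while Tff2 and Muc1 are higher and Muc13 and Alpi lower in both stomach and Cdx2null stem cells than in control SI SCs, and Cdx2 is at 8.41 and 4.88 in the libraries labelled Cdx2null.

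The other lists were drawn up from general knowledge of the cell types. Of 29 enterocyte genes, 7 fell and 0 rose (14 fell when adjusted over the list alone, camera adjusted p = 6.24e-22, adjusted p = 0.0695 with an estimated correlation). Among them were the retinol carrier Rbp2 (5.57-fold, -2.48) and the fatty acid carrier Fabp2 (8.02-fold). Of 9 Paneth cell genes, the defensin Defa24 (21.6-fold, -4.43) and the ribonuclease Ang4 (4.45-fold, -2.15) fell (3 adjusted over the list alone, camera adjusted p = 3.02e-05, adjusted p = 0.0763 with an estimated correlation). Of 18 intestinal transcription factors, 4 fell, including Isx (19.6-fold, -4.29), Maf (7.10-fold, -2.83) and Hnf4g (2.93-fold, -1.55), with 7 falls adjusted over the list alone (camera adjusted p = 7.42e-06, adjusted p = 0.375 with an estimated correlation). Of 20 intestinal stem cell genes, Smoc2, Msi1 and Dach1 fell and 0 rose (6 falls and 1 rise adjusted over the list alone, camera adjusted p = 0.00462, adjusted p = 0.545 with an estimated correlation). Of 13 goblet cell genes, Tff3 fell while the secretory cell factor Spdef (2.46-fold, 1.30) and Bcas1 (2.36-fold, 1.24) rose. Adjusted over the list alone, 8 members passed (camera adjusted p = 0.14, adjusted p = 0.387 with an estimated correlation).

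On the gastric side, 4 of 12 pit cell genes rose and 0 fell (6 adjusted over the list alone, camera adjusted p = 3.2e-09, adjusted p = 0.0695 with an estimated correlation). These included gastrokine Gkn1 (2.77-fold, 1.47), the annexin Anxa10 (7.07-fold, 2.82) and cathepsin E, Ctse (6.09-fold, 2.61). Neck and pyloric gland genes had 3 rises of 11 (Tff2, Bpifb1 and Spdef; 5 adjusted over the list alone, camera adjusted p = 6.14e-06, adjusted p = 0.0695 with an estimated correlation). Chief cell genes had 4 of 12, namely Cblif, the milk-clotting protease Cym (3.59), the secretory cell factor Bhlha15 (4.46-fold, 2.16) and the granule protein Rab3d (2.30-fold, 1.20). Adjusted over the list alone there were 5 (camera adjusted p = 0.000208, adjusted p = 0.232 with an estimated correlation). Of 14 gastric identity genes, Cldn18 and Anxa10 rose (3 adjusted over the list alone, camera adjusted p = 0.000372, adjusted p = 0.0695 with an estimated correlation). The foregut factor Sox2 (2.56, SE 1.54, adjusted p = 0.635) and the pyloric factor Nkx6-3 (0.02, SE 0.48, adjusted p = 0.993) were not called. Parietal cell genes had 0 of 12 called (2 rises and 1 fall adjusted over the list alone) with a median of 0.00 and a mean of 0.33 beside a camera test pointing down (adjusted p = 0.983). The hormone-processing enzyme Cpe rose among 23 enteroendocrine genes (4.09-fold, 2.03, adjusted p = 0.0349) although camera's test of that list pointed down (adjusted p = 0.013, adjusted p = 0.494 with an estimated correlation). The kinase Dclk1 rose among 10 tuft cell genes (5.89-fold, 2.56, adjusted p = 0.0378), a list with a camera adjusted p = 0.14.

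No member passed limma's test in the squamous epithelium, Hox genes, proliferation, Wnt targets, Fgf and MAPK targets, dissociation stress, interferon response, cholesterol synthesis, mesenchyme, immune, endothelium, sex-linked or housekeeping lists. Adjusted over the list alone, 1 member each fell in interferon response and mesenchyme. Camera's test passed for proliferation (median -0.27, adjusted p = 8.27e-05, adjusted p = 0.461 with an estimated correlation) and for Hox genes (adjusted p = 0.00475, adjusted p = 0.451 with an estimated correlation), both downward. For Fgf and MAPK targets (median 0.04, mean 0.02) and mesenchyme (0.02 and 0.05) the test pointed down against the sign of both. Their medians turned negative under quantile normalisation and centring (-0.09 and -0.11 for the former, -0.06 and -0.12 for the latter). For endothelium the median was -0.01 and the mean 0.02, with the test down, and for housekeeping genes 0.00 and -0.01.

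By limma, 287 of 18820 genes were called, 175 higher and 112 lower in Cdx2null SI SCs, with 2180 genes at an unadjusted p under 0.05. Centring arrays on their medians gave 478 genes, 239 in each direction, and moved the median of all genes from 0.03 to -0.12. The count was 131 without Cdx2null SI SCs 2, 184 without control SI SCs 1 and 185 without control SI SCs 3 (93 higher, 92 lower), and 320 without the library labelled Cdx2null SI SCs 1. Without that library Sox2 (49.4-fold, 5.63, SE 0.47, adjusted p = 0.00671) and the potassium channel Kcnj15 (6.58, adjusted p = 0.00164) rose and Cdh17 fell (-5.26, adjusted p = 0.0305). The study lists then had 9 falls and 4 rises, against 4 falls and 3 rises without Cdx2null SI SCs 2. With a term for sex, an alternative chosen after seeing the data, the count was 207 (69 higher, 138 lower), of which 122 were among the 287. Both Cdx2null arrays are female, so that term rests the comparison on control SI SCs 2, the female array of its group.

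Control Sto SCs against control SI SCs give the normal difference between the organs' stem cells, to which the Cdx2null cells can be set. The genes at the top were largely those above. Cps1 (126-fold, -6.97, SE 0.46, adjusted p = 0.00108) and the adhesion receptor Adgrg7 (102-fold, -6.67, SE 1.32, adjusted p = 0.0475) were lowest in stomach cells relative to intestinal ones. Myo7b (94.2-fold, -6.56, SE 0.41, adjusted p = 0.00108) and Cdh17 (73.3-fold, -6.19, SE 0.80, adjusted p = 0.0116) were lower too. Bpifb1 (94.4-fold, 6.56, SE 0.74, adjusted p = 0.0067) and Kcnj15 (62.1-fold, 5.96, SE 0.99, adjusted p = 0.0283) were higher in stomach cells, with n = 2 and 3 arrays. Serpina3n (59.5-fold, 5.90, SE 0.34, adjusted p = 0.00104) and the mucosal chemokine Cxcl17 (52.9-fold, 5.73, SE 0.89, adjusted p = 0.0214) followed. The remaining largest differences were those of Muc13 (-6.08), the galectin Lgals2 (-5.71), Alpi (-5.44) and Tm4sf20 (-5.10), and of Capn6 (5.65), Muc1 (5.55), Tff2 (5.54) and Ltf (5.42).

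Of the study intestinal markers 11 of 16 were lower and 0 higher (13 adjusted over the list alone). They included Olfm4 (14.4-fold, -3.85, adjusted p = 0.043), Reg4 (29.8-fold, -4.90), Tff3 (14.8-fold, -3.89), Msi1 (-2.67), Smoc2 (-2.55), Cdx1 (-2.51), Dach1 (-2.30) and Cdca7 (-1.28, adjusted p = 0.0338). Cdx2 differed by -4.47 (SE 0.93, adjusted p = 0.0542), Muc2 by -2.39 (adjusted p = 0.0654), and Clca4b by -1.89 (adjusted p = 0.0672), and these were not called. Nor were Clca4a (-0.62), Vil1 (-0.22), Lyz1 (0.11) and Lgr5 (-0.26, SE 0.28, adjusted p = 0.773). Of the study gastric markers 5 of 12 were higher and 0 lower (5 adjusted over the list alone): Tff2, Muc1, Cblif (41.9-fold, 5.39), Cldn18 (39.8-fold, 5.32) and Muc6 (4.50-fold, 2.17). Muc5ac had an adjusted p = 0.0173 at 0.93, under the 2-fold threshold, and Pgc (1.14, SE 1.12), Atp4a (0.49), Col11a2 (0.35), Shh (0.10), Atp4b (-0.03) and Gast (-0.26) were not called. As above part of these markers were reported from these samples, so the counts are not independent evidence, and both camera tests passed (adjusted p = 2.15e-22 and 8.19e-07, adjusted p = 0.0598 with an estimated correlation for each).

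Enterocyte genes were lower for 10 of 29 and higher for 0 (17 adjusted over the list alone, camera adjusted p = 3.59e-20, adjusted p = 0.0598 with an estimated correlation), with Cdhr5 (31.9-fold, -4.99), Rbp2 (6.54-fold, -2.71) and Fabp2 (-3.17) among them. Intestinal stem cell genes had 6 falls of 20 (7 adjusted over the list alone, camera adjusted p = 1.01e-06, adjusted p = 0.293 with an estimated correlation). Of intestinal transcription factors 5 of 18 fell, with Isx (-4.54), Maf (-2.69) and Hnf4g (-1.38) (8 adjusted over the list alone, camera adjusted p = 2.75e-06, adjusted p = 0.293 with an estimated correlation). Defa24 (23.4-fold, -4.55) and Ang4 (-1.92) fell among Paneth cell genes (camera adjusted p = 0.00058, adjusted p = 0.141 with an estimated correlation). Among goblet cell genes Tff3, the protease inhibitor Spink4 (-2.81) and the lectin Zg16 (-3.41) fell while Bcas1 (1.64) and Spdef (1.46) rose. Pit cell genes rose for 6 of 12 (7 adjusted over the list alone, camera adjusted p = 4.78e-11), including Anxa10 (11.6-fold, 3.53), the trefoil peptide Tff1 (5.97-fold, 2.58) and Gkn1 (4.04-fold, 2.02). Neck and pyloric gland genes rose for 4 of 11 (5 adjusted over the list alone, camera adjusted p = 1.47e-05). So did 4 of 14 gastric identity genes, among them Nkx6-3 (15.5-fold, 3.95, adjusted p = 0.00911) and Sox21 (4.55-fold, 2.19), with 6 adjusted over the list alone (camera adjusted p = 3.82e-05). These 3 lists each had an adjusted p = 0.0598 with an estimated correlation. Sox2 was 46.3-fold higher without passing (5.53, SE 1.54, adjusted p = 0.125).

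Chief cell genes Cym (16.2-fold, 4.02), Bhlha15 (8.44-fold, 3.08), Rab3d (2.92-fold, 1.55) and Cblif rose, 4 of 12 (5 adjusted over the list alone, camera adjusted p = 0.00054, adjusted p = 0.263 with an estimated correlation). Parietal cell genes went both ways, with Kcnj15 and the chloride transporter Slc26a9 (7.42-fold, 2.89) higher and the creatine kinase Ckb (6.62-fold, -2.73) lower. Single members passed in 3 further lists. Cpe (5.68-fold, 2.51) was higher among enteroendocrine genes, whose median was -0.18, mean 0.03 and test down (camera adjusted p = 0.0481, adjusted p = 0.579 with an estimated correlation). The macrophage marker Cd68 was higher (3.28-fold, 1.72) among immune genes (median -0.05, mean 0.14) and the receptor Pdgfrb lower (2.24-fold, -1.16) among mesenchyme genes. No proliferation gene was called, while camera's test of that list pointed down (median -0.52, adjusted p = 3.56e-10, adjusted p = 0.263 with an estimated correlation). Wnt targets, with 0 called, had a median of 0.04 and a mean of 0.09 beside a test pointing down, and the median was -0.17 after centring.

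By limma, 538 genes were called, 366 higher and 172 lower in control Sto SCs, with 2936 at an unadjusted p under 0.05. Centring gave 743 genes (391 higher, 352 lower) and moved the median of all genes from 0.03 to -0.17. The count was 160 without control Sto SCs 1, 178 without control Sto SCs 2, 277 without control SI SCs 1 and 307 without control SI SCs 3 (178 higher, 129 lower). With the term for sex it was 262 (110 higher, 152 lower), 190 of them among the 538.

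The fold changes of Cdx2null and control Sto SCs, each against control SI SCs, were then compared across genes. Pearson's r was 0.911 over 18820 genes, which are not independent replicates, against a mean of 0.400 and a highest value of 0.423 in 100 simulations of unchanged groups with the same controls and independent arrays. The simulations hold no day or batch shared by arrays of the same replicate number. Such sharing stays open, since differences between arrays 2 and 1 correlated at 0.377 between control Sto and Cdx2null SCs. The covariance was 0.301, against 0.0261 simulated, a difference of 0.275. Both comparisons called 157 genes higher and 105 lower, with 0 in opposite directions. Independent lists of these sizes would share 3.40 and 1.02. Simulated lists of as many genes, ranked by p, shared 31.3 higher and 30.2 lower genes on average. The simulated lists need not match the real ones in size within each direction. Of the genes called in Cdx2null SI SCs 91.3% were also called in control Sto SCs, and of those called in control Sto SCs 48.7% were also called in Cdx2null SI SCs. Part of the excess over independent lists may come from the shared controls, which could not be split into 2 sets of 2 arrays. With 1 control SI SC array for the Cdx2null cells and the other 2 for the stomach cells, r ran from 0.676 to 0.803 and the covariance from 0.255 to 0.275.

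**Figure D3:**
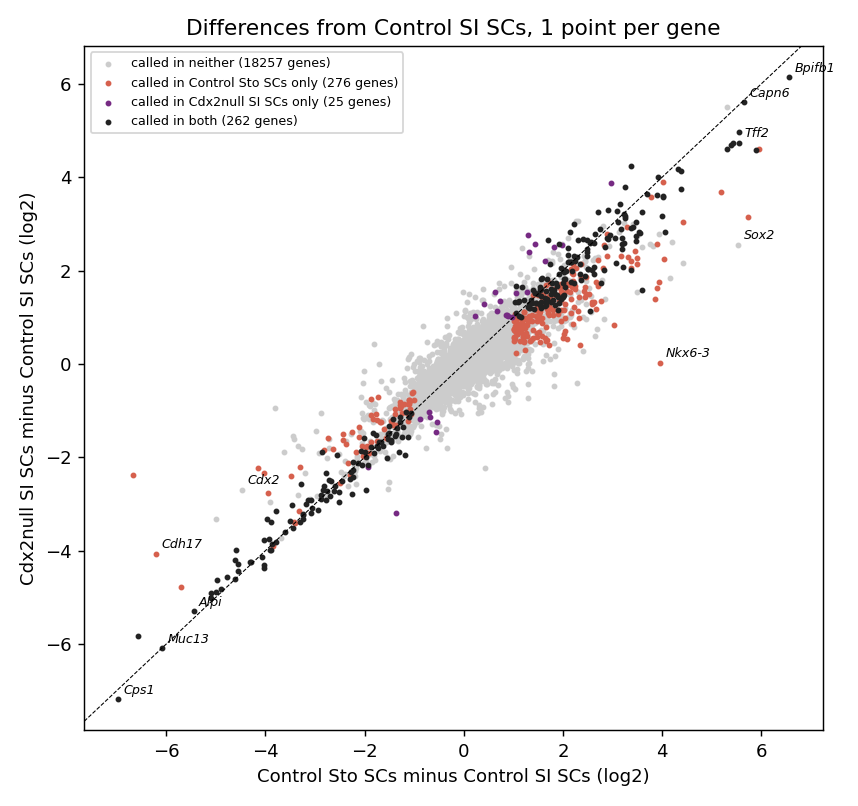
Log2 fold change of Cdx2null SI SCs (y axis) against that of control Sto SCs (x axis), each over control SI SCs, 1 point per gene (18820 genes), coloured by the comparison in which the gene was called, with the line of equal change dashed. Of the coloured genes 262 were called in both, 25 in Cdx2null SI SCs alone and 276 in control Sto SCs alone, and r was 0.911 against 0.400 expected from the shared controls alone.

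Cdx2null SI SCs were compared directly with control Sto SCs to ask what still set them apart (n = 2 and 2). No gene passed limma's test, and none passed with its trend and robust options or with the methods' t-test after adjustment. At an unadjusted p under 0.05 limma gave 286 genes, and 15 met the methods' t-test at their threshold. The smallest adjusted p was 0.684, that of Nkx6-3, which was 15.3-fold lower in Cdx2null SI SCs (-3.93, SE 0.53). Among the markers, Muc5ac differed by -0.88 (SE 0.15, unadjusted p = 0.000572), Cdh17 by 2.13 (SE 0.88, unadjusted p = 0.0462) and Cdx2 by 1.78 (SE 1.01, unadjusted p = 0.123). The values were 0.61 for Smoc2, -0.81 for Tff2, -0.70 for Cldn18, -0.69 for Cblif, 1.38 (SE 2.02) for Lyz1 and -2.98 (SE 1.69) for Sox2, each with an adjusted p near 1. In simulated values with many changed genes, fits of this kind called 17.9% of those changed by 1 on the log2 scale and 68.7% of those changed by 2. These shares need not hold for genes with a large spread. In Cdx2null SI SCs the SD was 3.64 for Adgrg7, 2.81 for Kcnj15 and 2.50 for Cdx2. Changes by 1, in few genes or in genes of large spread could therefore have been missed. The absence of called genes does not show that the groups were alike.

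Lists without called members still moved by camera's test. Proliferation (median 0.26, adjusted p = 5.32e-08), intestinal stem cell (adjusted p = 8.34e-07), study intestinal markers (adjusted p = 0.0222) and Wnt targets (adjusted p = 0.0295) lay higher in Cdx2null SI SCs. Gastric pit (adjusted p = 0.000182), study gastric markers (adjusted p = 0.00217), dissociation stress (adjusted p = 0.00217) and gastric identity (adjusted p = 0.0403) lay lower. None of these 8 passed with an estimated correlation (adjusted p = 0.491 for proliferation, intestinal stem cell, gastric pit, study gastric markers and gastric identity, adjusted p = 0.808 for the others). Adjusted over the list alone, 1 member each was lower in the Paneth, parietal, gastric identity and immune lists.

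The libraries labelled Cdx2null differed from each other. Of the 172 genes lower in control Sto SCs than in control SI SCs, 23 were nearer to control SI SCs in Cdx2null SI SCs 1 and 1 in Cdx2null SI SCs 2, and of the 366 higher genes 72 and 38 were. Without Cdx2null SI SCs 2, 17 genes were called against control Sto SCs, 5 higher and 12 lower. The higher genes were Adgrg7 (6.86), the water channel Aqp1 (3.69), the lipoprotein Apob (3.31), Snx20 (2.88) and Ckb (2.15). Sox2 (-6.05), the RNA-binding protein Qk (-4.63), Gnai1 (-4.52) and Cxcl17 (-4.36) were among the lower, all chosen after their values were seen.

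Whole Sto and SI organoids in the same SI medium were compared to ask how origin shows in differentiating cultures (n = 2 and 3, the SI group including the library labelled SI organoids SI med 1). Higher in Sto organoids were the gastrokines Gkn2 (359-fold, 8.49, SE 0.33, adjusted p = 0.009) and Gkn1 (148-fold, 7.21, SE 0.79, adjusted p = 0.0393) and the mucin Muc5ac (356-fold, 8.47, SE 0.19, adjusted p = 0.00209). The hedgehog ligand Shh was 52.5-fold higher (5.72, SE 0.16, adjusted p = 0.0033). Lgr5 was 49.7-fold lower (-5.63, SE 0.27, adjusted p = 0.0116). The Wnt feedback gene Axin2 was 17.6-fold lower (-4.14, SE 0.17, adjusted p = 0.009) and the stem cell factor Ascl2 14.7-fold lower (-3.88, SE 0.36, adjusted p = 0.0296). In Sto organoids in Sto medium, 1 array, Gkn2 (3.87), Muc5ac (3.59), Shh (3.89) and Lgr5 (9.29) were near their levels in these SI organoids. Those levels were 3.94, 3.68, 3.76 and 9.89. The library labelled SI organoids SI med 1, which held a stomach profile, was also at 3.88 for Muc5ac, 3.89 for Shh and 9.49 for Lgr5. These differences therefore cannot be put down to origin. The comparison cannot separate origin from the state of the 2 cultures of Sto organoids in SI medium.

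The further largest rises were those of the proton pump subunit Atp6v0d2 (6.11), Teddm3 (5.47), the phospholipase Pla2g4e (5.31) and the fatty acid hydroxylase Fa2h (5.18). The further largest falls were those of Ckb (-4.51), the claudin Cldn2 (-4.34), the linker histones H1f5 (-3.93) and H1f1 (-3.90), the kinase Hunk (-3.92) and Cdca7 (-3.87), with adjusted p between 0.009 and 0.0416. Of 18 proliferation genes, 11 were lower and 0 higher (18 adjusted over the list alone, median -2.55, camera adjusted p = 9.09e-23, adjusted p = 0.527 with an estimated correlation). They included the topoisomerase Top2a (10.6-fold, -3.40), the spindle motor Kif11 (9.22-fold, -3.20) and the replication helicase subunits Mcm2 (4.68-fold, -2.23) and Mcm6 (4.16-fold, -2.06). All 18 were also lower in these Sto organoids than in every other library, Sto organoids in Sto medium included. Intestinal stem cell genes had 6 falls of 20 (8 adjusted over the list alone, camera adjusted p = 6.05e-10, adjusted p = 0.15 with an estimated correlation), among them the ubiquitin ligase Rnf43 (3.47-fold, -1.80). Wnt targets had 4 of 18 (5 adjusted over the list alone, camera adjusted p = 3.38e-06, adjusted p = 0.527 with an estimated correlation). Pit cell genes rose for 3 of 12 (7 adjusted over the list alone, camera adjusted p = 2.73e-09, adjusted p = 0.527 with an estimated correlation). Neck and pyloric gland genes had 3 falls, of Lgr5, Axin2 and the chloride channel Cftr (-3.78), with a median of 0.29, a mean of -0.54 and a camera adjusted p = 0.0504. The phospholipase Pla2g2a (14.1-fold, -3.81) fell among Paneth cell genes and Dclk1 (4.71-fold, -2.24) among tuft cell genes. The epithelial factor Klf4 (7.96-fold, 2.99) rose among intestinal transcription factors, and among Fgf and MAPK targets the EGF receptor ligand Ereg (15.9-fold, 3.99) rose and Etv4 (3.31-fold, -1.73) fell.

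Other markers of the organs had large but scattered differences, and were not called with the library labelled SI organoids SI med 1 in its group. Cdx2 differed by -3.23 (SE 1.45, adjusted p = 0.369), Olfm4 by -4.72 (SE 2.41), Cdh17 by -4.91 (SE 2.04), Muc13 by -4.80 (SE 2.56), Reg4 by -5.12 (SE 2.56) and Muc2 by -4.62 (SE 2.44). Lyz1 differed by -5.98 (SE 1.31, adjusted p = 0.12), Smoc2 by -4.75 (SE 0.83, adjusted p = 0.0815) and Cdx1 by -2.43 (SE 1.16). Among gastric genes Cldn18 differed by 5.71 (SE 2.55), Muc1 by 5.29 (SE 2.41) and Tff2 by 4.20 (SE 1.62). Without that library, a planned fit singled out here on marker levels of the kind compared, Cdx2 was 25.1-fold lower in Sto organoids (-4.65, SE 0.31, adjusted p = 0.000449), Olfm4 136-fold (-7.08), Reg4 205-fold (-7.68) and Lyz1 155-fold (-7.28) lower. Cldn18 was then 299-fold (8.23) and Muc1 207-fold (7.70) higher. In list counts chosen after seeing the data, study intestinal markers then had 14 falls of 16, against 1 with it (Cdca7), and study gastric markers 6 rises and 1 fall of 12, against 2 rises (Muc5ac and Shh). Enterocyte genes had 23 falls and 1 rise of 29, against 0 called, enteroendocrine genes 14 falls of 23, against 0, and proliferation genes 18 falls of 18. With an estimated correlation these lists had adjusted p = 0.117 (study intestinal, enterocyte and enteroendocrine), 0.25 (study gastric) and 0.371 (proliferation).

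By limma, 266 genes were called with all arrays, 99 higher and 167 lower in Sto organoids (3106 at an unadjusted p under 0.05). Centring gave 558 genes (278 higher, 280 lower) and moved the median of all genes from 0.04 to 0.12, and quantile normalisation gave 561. The count rose to 2609 without the library labelled SI organoids SI med 1 (1425 higher, 1184 lower), which kept all 266. It fell to 0 without any 1 of Sto organoids in SI medium 1 or 2 or SI organoids in SI medium 2 or 3.

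**Figure D4:**
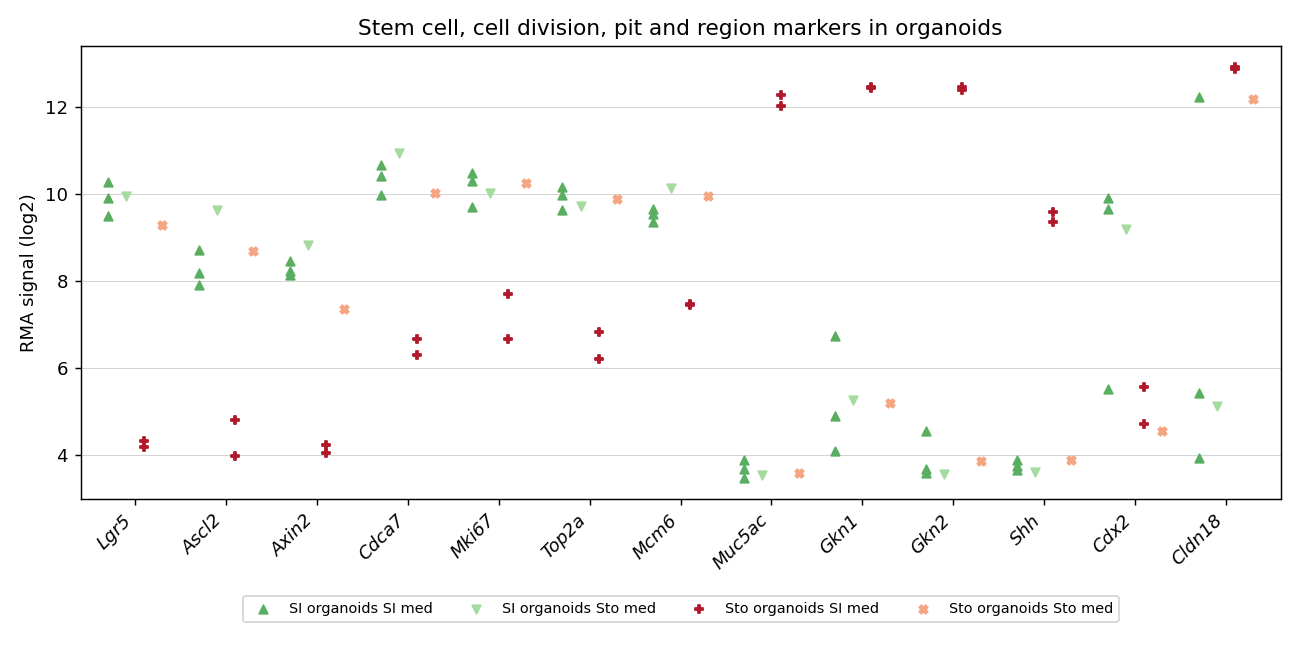
RMA signal (log2, y axis) of genes of stem cells, cell division, pit cells and regional identity in each of the 7 organoid arrays, 1 point per array, coloured by origin and medium. Muc5ac lies at 12.16 in Sto organoids in SI medium and at 3.88 or lower in the other organoids, where Lgr5 lies at 9.29 or higher against 4.26.

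Organoids in Sto medium were compared with those in SI medium across both origins to ask whether the medium changes the profile (2 arrays against 5, origin as a term). No gene passed limma's test, and none passed with its trend and robust options, with 1816 genes at an unadjusted p under 0.05 and a smallest adjusted p of 0.387. In Sto medium Muc5ac differed by -4.11 (SE 1.73, adjusted p = 0.53), Gkn2 by -4.23 (SE 1.70), and Shh by -2.71 (SE 1.12). Lgr5 differed by 2.40 (SE 1.04), Ascl2 by 2.75 (SE 0.67, adjusted p = 0.411), and Cdca7 by 1.97 (SE 0.64). Each value is an average over both origins, which can differ. In Sto against SI medium, Muc5ac was at 3.54 against 3.68 in SI organoids, and at 3.59 against 12.16 in Sto organoids. Lgr5 was at 9.95 against 9.89 in SI organoids, and at 9.29 against 4.26 in Sto organoids. The value for Lyz1 was 2.73 (SE 1.34), for Alpi -2.32 (SE 2.60) and for Cdx2 0.16 (SE 1.26, adjusted p = 0.989). Camera's test placed proliferation (median 1.38, adjusted p = 6.51e-08), Wnt targets (adjusted p = 0.00047), intestinal stem cell (adjusted p = 0.00388) and neck and pyloric gland genes (adjusted p = 0.0129) higher in Sto medium. Enterocyte (adjusted p = 0.00619) and pit cell genes (adjusted p = 0.0149) lay lower. Each of the 6 had an adjusted p = 0.962 with an estimated correlation. Without the library labelled SI organoids SI med 1, 5 genes were called. The actin bundler Fscn1 was higher in Sto medium (14.8-fold, 3.89). Lower were the sulfotransferase Sult1b1 (10.5-fold, -3.40), the monooxygenase Fmo5 (10.3-fold, -3.37), the differentiation keratin Krt20 (9.52-fold, -3.25) and the brush border myosin Myo1a (5.58-fold, -2.48), with adjusted p of 0.026 to 0.0264, chosen after their values were seen. Without SI organoids in Sto medium 1, 20 genes were called, which then is the medium difference within Sto organoids.

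Sorted control SI SCs were set against whole SI organoids in SI medium to describe what the stem cell fraction holds (n = 3 and 3, the organoids including the library labelled SI organoids SI med 1). As far as the paper states it, the SCs had been grown in Sto medium before the sort. The comparison therefore changes sorting and medium together. In unsorted SI and Sto organoids in Sto medium, 1 array each, Fosb was at 4.63 and 5.27 and Egr2 at 4.53 and 4.46, against 10.69 and 8.41 in control SI SCs. In the same SI organoids Otop3 (4.86) and Aldh1a1 (8.36) were near their levels in control SI SCs (4.73 and 8.28). Ramp1 (6.33) was nearer to its level in SI organoids in SI medium (6.11) than to that in control SI SCs (4.48). Il18 (5.86) lay between control SI SCs (4.26) and SI organoids in SI medium (6.88), as did Slc25a45 (6.98, between 5.83 and 8.09). Higher in the sorted cells were the AP-1 subunits Fosb (29.9-fold, 4.90, SE 0.49, adjusted p = 0.00571) and Fos (6.50-fold, 2.70, SE 0.38, adjusted p = 0.0378). The zinc finger factor Egr2 (13.5-fold, 3.75, SE 0.45, adjusted p = 0.0208) and the stress factor Atf3 (11.2-fold, 3.48, SE 0.33, adjusted p = 0.00455) were higher too. Fah, an enzyme of tyrosine breakdown, was 8.11-fold higher (3.02, SE 0.24, adjusted p = 0.00233). Lower in the sorted cells were the proton channel Otop3 (17.0-fold, -4.08, SE 0.32, adjusted p = 0.00233), the cytokine Il18 (6.15-fold, -2.62, SE 0.23, adjusted p = 0.00343), the retinal dehydrogenase Aldh1a1 (-2.31), Slc25a45 (-2.26) and Ramp1 (-1.63).

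Of 14 dissociation stress genes, Fos, Fosb and Atf3 rose and 0 fell (10 adjusted over the list alone, camera adjusted p = 1.23e-19, adjusted p = 0.133 with an estimated correlation). Lgr5 was 2.50-fold higher in SCs without passing (1.32, SE 0.26, adjusted p = 0.104), as were Cdca7 (1.13, adjusted p = 0.104) and Muc6 (3.88, SE 1.61, adjusted p = 0.479). Lyz1 (-3.11, SE 1.66) and the gut hormones Gip (-3.73, SE 1.18) and Gcg (-3.50, SE 1.19) had lower values. No member of the intestinal stem cell list (6 rises adjusted over the list alone, camera adjusted p = 5.46e-07, adjusted p = 0.234 with an estimated correlation), of Wnt targets (6 rises, 2.16e-07, 0.277) or of Fgf and MAPK targets (2 rises, 8.35e-06, 0.277) was called. Nor was any enteroendocrine gene (2 falls adjusted over the list alone, 3.87e-13, 0.277). Camera's test also passed for enterocyte genes (down, adjusted p = 3.46e-07, adjusted p = 0.513 with an estimated correlation), proliferation (up, 1.06e-05, 0.513), pit (down, 0.00085, 0.495) and neck and pyloric gland genes (up, 0.00581, 0.484), each without a called member.

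By limma, 30 genes were called, 23 higher and 7 lower in control SI SCs, with 1776 at an unadjusted p under 0.05. The count was 961 (410 higher, 551 lower, 29 of the 30 kept) without the library labelled SI organoids SI med 1. It was 8 without control SI SCs 1, 9 without control SI SCs 3 and 13 without SI organoids in SI medium 2. It was 66 after quantile normalisation and 67 after centring, and 2 with a term for sex, 0 of them among the 30.

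**Figure D5:**
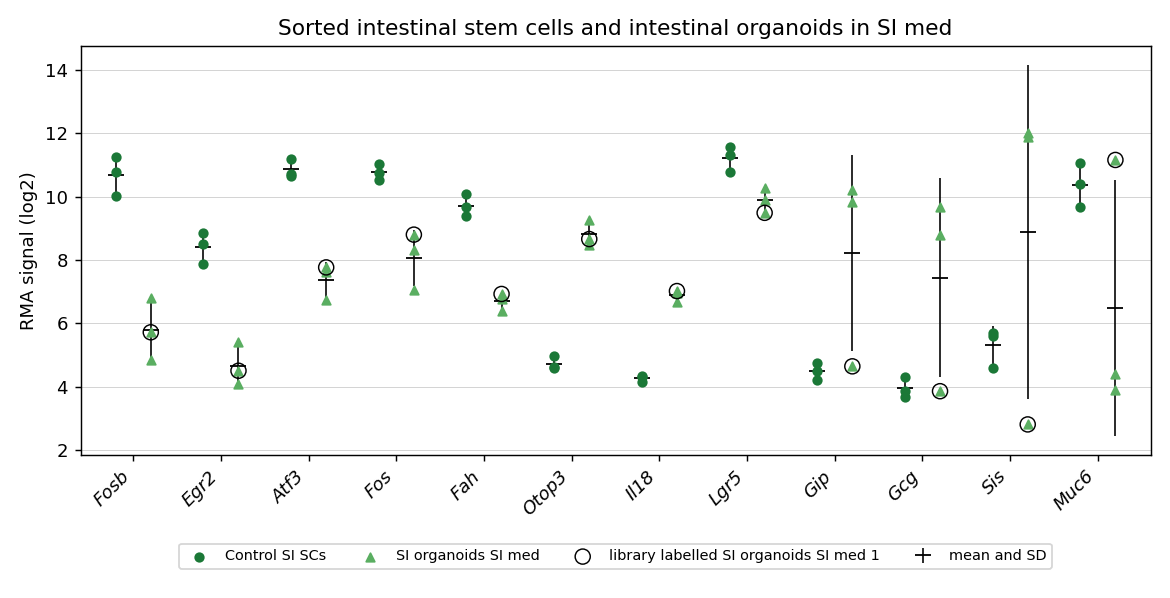
RMA signal (log2, y axis) of genes called between sorted control SI SCs and SI organoids in SI medium, with Lgr5, Gip, Gcg, Sis and Muc6, 1 point per array and open rings on the library labelled SI organoids SI med 1. Fosb is 29.9-fold and Atf3 11.2-fold higher in the sorted cells, and the ringed library sets the spread of Gip, Gcg and Muc6 in the organoids.

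The difference between stomach and intestine was finally compared between SCs and organoids in SI medium, by testing the difference of the differences. As far as the paper states it, the SCs had been grown in Sto medium, so the test changes sorting and medium together. In whole Sto organoids in Sto medium, 1 array, Muc5ac (3.59), Gkn2 (3.87), Shh (3.89) and Lgr5 (9.29) lay nearer to control Sto SCs than to Sto organoids in SI medium, and Cblif (5.98) nearer to the latter. Muc5ac (0.93 in SCs and 8.47 in organoids, difference -7.55, SE 0.22, adjusted p = 5.47e-07) and Gkn2 (0.80 and 8.49, -7.68, SE 0.39, adjusted p = 4.05e-05) were more stomach-biased in organoids. Shh (0.10 and 5.72, -5.62, SE 0.22, adjusted p = 4.58e-06) and Teddm3 (0.07 and 5.47, -5.40, SE 0.29, adjusted p = 4.47e-05) were so too, as was Atp6v0d2 (0.11 and 6.11, -6.00, SE 0.75, adjusted p = 0.0137). Lgr5 (-0.26 and -5.63, difference 5.37, SE 0.41, adjusted p = 0.000821) and Cdca7 (-1.28 and -3.87, 2.59, SE 0.36, adjusted p = 0.0165) were more intestine-biased in organoids. The sodium-proton exchanger Slc9a3 (1.65 and -4.91, 6.56, SE 1.05, adjusted p = 0.0274) and the brush border peptidase Anpep (0.36 and -5.06, 5.42, SE 0.75, adjusted p = 0.0167) differed likewise. Cblif (5.39 and -0.26, 5.65, SE 0.82, adjusted p = 0.0189) and Bhlha15 (3.08 and -1.45, 4.52, SE 0.53, adjusted p = 0.00936), of the chief cell list, were stomach-biased in SCs.

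By list, 4 of 18 proliferation genes had a positive difference of differences and 0 a negative one (17 adjusted over the list alone, camera adjusted p = 2.24e-25, adjusted p = 0.225 with an estimated correlation). The genes were Top2a (2.86), Kif11 (2.49), Ccna2 (2.38) and Mcm6 (1.65). Intestinal stem cell genes had 4 of 20, among them Ascl2 (3.60, SE 0.44) and Axin2 (3.25, SE 0.52), with 7 adjusted over the list alone (camera adjusted p = 2.01e-06, adjusted p = 0.225 with an estimated correlation). Wnt targets had 3 (5 adjusted over the list alone, camera adjusted p = 2.01e-06, adjusted p = 0.272 with an estimated correlation). Neck and pyloric gland genes also had 3, with Cftr at 3.83 (camera adjusted p = 1.54e-05, adjusted p = 0.225 with an estimated correlation). Pit cell genes had 3 negative differences of 12, of Muc5ac, Gkn2 and Gkn1 (-5.19), with 5 adjusted over the list alone (camera adjusted p = 8e-09, adjusted p = 0.225 with an estimated correlation). Dclk1 (3.68) passed among tuft cell genes and Ereg (-3.54) among Fgf and MAPK targets. Study gastric markers had 1 positive (Cblif) and 2 negative differences (Muc5ac and Shh) and a median of 0.26 beside a mean of -0.05, the median turning to -0.02 after centring. Gastric identity genes had a median of 0.07 and a mean of -0.23 (median -0.21 after centring), and chief cell genes -0.02 and 1.26.

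By limma, 159 genes differed in this way, 90 with a positive and 69 with a negative difference, and 1886 at an unadjusted p under 0.05. Centring gave 292 (107 positive, 185 negative) and moved the median of all genes from 0.00 to -0.28, and quantile normalisation gave 324. The count was 854 without the library labelled SI organoids SI med 1 (all 159 kept), 45 without Sto organoids in SI medium 1 and 95 without SI organoids in SI medium 2. It was 39 without control SI SCs 1, 90 without control SI SCs 3, 19 without control Sto SCs 1 and 34 without control Sto SCs 2. With a term for sex it was 17.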

Values the study reported

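The study describes its array as covering 20,819 unique genes.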

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

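The tests of libraries that stand apart and the test of medium by origin, with and without a library, were chosen after the results they bear on had been seen, and the difference of the differences and the count of other splits of the samples were planned.

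The difference between stomach and intestine was not the same in sorted SCs as in whole organoids in SI medium for 159 genes. This came from a test of the difference of the differences. As far as the paper states it, the SCs had been grown in Sto medium, so that test changes sorting and medium together. Those with the largest values were Slc9a3 (6.56), Cblif (5.65), Anpep (5.42), Lgr5 (5.37) and Bhlha15 (4.52) on the positive side, where the stomach-minus-intestine value was higher in SCs, and Gkn2 (-7.68), Muc5ac (-7.55), Atp6v0d2 (-6.00), Shh (-5.62) and Teddm3 (-5.40) on the negative side. Cdca7 (2.59) also passed among the markers. The SI organoids in this test included the library labelled SI organoids SI med 1. Without that library the count was 854, with all 159 genes kept and Cblif at 5.06. With a term for sex the count was 17. Between media, 2 genes differed between Sto and SI organoids, Muc5ac (-8.42, SE 0.36, adjusted p = 0.0245) and Xist (-7.39, adjusted p = 0.0245), with 1 array of each origin in Sto medium, assumed to vary like the other groups, and 1189 genes at an unadjusted p under 0.05. Without the library labelled SI organoids SI med 1 291 genes were called in this test (196 higher, 95 lower). Sto organoids in Sto medium 1 had the Xist and Kdm5d levels of male cells, so the Xist value follows the sex of that culture. Among 14338 probe sets with several genes or none listed, which the comparisons left out, 1 differed between Cdx2null and control SI SCs (-5.55, SE 0.20, adjusted p = 0.00162), and 851 had an unadjusted p under 0.05.

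The library labelled SI organoids SI med 1 held a stomach profile. Its position between control SI SCs and control Sto SCs was 0.870, the observation that raised the question, so it does not test a wrong label. A swap with a library of those groups in this series is argued against, since the lowest position among the libraries labelled Sto or Cdx2null was 0.756, so none of them held an intestinal profile. Stomach cells mixed into an intestinal culture are argued against too, because over 75 abundant intestinal genes the library kept a median of 1.74% (quartiles 0.749% to 3.48%) of the level in SI organoids in SI medium 2 and 3. A wrong label, or a swap with a sample outside these 14, stays open, and a real loss of intestinal identity in this culture was not tested. The study reports intestinal markers in control SI organoids in SI medium by RT-PCR and staining, which do not show what this library held. From microarrays of organoids grown from wild-type crypts, it also states an intestinal signature in either medium. Its text does not say whether this library was among those arrays.

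The libraries labelled Cdx2null differed from each other, with Cdx2 at 52.5% of its level in control SI SCs in array 1 and at 4.55% in array 2. If the Cdx2 level gave the share of cells of array 1 that had escaped recombination, they would bring every abundant intestinal transcript at about that share. Yet 11 of 30 such genes were at less than 0.25 of it, even against the lowest control SI SC array (Cps1 at 1.34%, Muc13 at 3.23%, Alpi at 2.99% and Myo7b at 3.77%). The Cdx2 probes include exons that stay after the deletion, so the Cdx2 level need not give the share of such cells. The levels of the 11 genes argue against escaped cells at the share of Cdx2 as the whole cause. The median over the 30 genes was 14.7% (quartiles 5.94% to 54.1%, and 7.49% in array 2). A share of escaped cells at or under the level of the lowest gene (Cps1, 1.34% of the lowest control SI SC array) is not excluded. Stomach cells in place of array 2 are not excluded by these arrays. Its correlation was 0.9936 with control Sto SCs 2, which has the same replicate number, and 0.9876 with control Sto SCs 1. Array 1 likewise correlated more with control Sto SCs 1 (0.9880) than with control Sto SCs 2 (0.9836). The control Sto SC arrays correlated with each other at 0.9884. A day or batch shared by arrays of the same number stays open for the higher value of each Cdx2null array. Cells converted by loss of Cdx2 would give array 2 a high value too. Nkx6-3, at 4.90 in array 2 against 9.11 and 8.08 in control Sto SCs, was also at 4.93 in Sto organoids in Sto medium 1. The study reports genotyping of its clonal cultures, which these arrays do not test. It also reports gastric markers in further samples of Cdx2null SI organoids by RNA sequencing and quantitative PCR. Those samples do not show which cells array 2 held. Clones at different stages after loss of Cdx2 were not tested as a biological explanation.

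Sto organoids in SI medium stood apart from all 12 other libraries in 438 genes, 199 higher and 239 lower. All 18 proliferation genes were among the lower ones, with 7 intestinal stem cell genes including Lgr5, Ascl2 and Axin2, and 5 pit cell genes (Muc5ac, Tff1, Gkn1, Gkn2 and Mucl3) were among the higher. Both arrays carry an extra identifier in their labels, which a batch of arrays could explain, but over 489 genes chosen without the other 2 arrays with that identifier, those arrays moved by a median of 5.56% of the shift (quartiles -11.4% to 16.3%), which argues against such a batch as the whole cause. The study describes SI medium as one in which control Sto organoids can undergo gastric differentiation. Differentiation into pit cells in a medium without Wnt, Fgf and gastrin may account for the pattern. This is a hypothesis that was not tested here, and a separate preparation of these 2 cultures stays open.

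For control SI SCs against SI organoids in SI medium, 1 of 10 splits of the 6 arrays, the real one, gave as many as 30 genes, and the highest other split gave 11. With 10 splits the share cannot go below 0.05.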

How the results depend on the processing

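Chosen after seeing the data were the tests with a term for sex, with a term for the 2 differently exported arrays or without those arrays, with either array term within 7 arrays, and with 13 arrays in a fit, and the cause was not tested for any change below unless it is named.

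For Cdx2null against control SI SCs (287 genes), the count was 478 after centring, 4 with all 14 arrays in the fit, where the library labelled SI organoids SI med 1 widens the shared spread (343 with 13 arrays). A term for the arrays with the extra identifier (4 of 14 arrays), or for the differently exported arrays, gave 0 in that fit of 14 arrays, and 185 in the fit of 7 SC arrays, where either leaves out control SI SCs 3. The methods' t-test called 498 at its threshold and 0 after Benjamini-Hochberg adjustment. For control Sto against control SI SCs (538) it was 332 over all probe sets, 29 with all 14 arrays, 17 with either of those terms in the fit of 14 arrays and 307 with either in that of 7, 262 with sex, and 828 and 0 by the methods' t-test. For Cdx2null against control Sto SCs (0) the methods' t-test called 15 at its threshold. For Sto against SI organoids in SI medium (266) the count was 561 after quantile normalisation, 558 after centring, 1148 with all 14 arrays, 2671 with 13, 2232 with the identifier term and 1134 with the export term in the fit of 14 arrays, 0 with either in the fit of 7 organoid arrays, 2724 among arrays with the identifier (2 Sto arrays against SI array 3 alone), and 1022 and 0 by the methods' t-test. For the medium (0) it was 1 with the identifier term and 35 with the export term in the fit of 14 arrays, 0 with either in that of 7, and 20 within Sto organoids. For control SI SCs against organoids (30) it was 66 after quantile normalisation, 67 after centring, 15 over all probe sets, 5 in a fit of the compared arrays, 64 with either term, 4 without the exported arrays and 2 with sex. For the difference of differences (159) it was 324, 292, 99 in a fit of the compared arrays, 318 (51 positive and 267 negative, 102 of the 159 kept) with the identifier term, 299 with the export term, 56 without the exported arrays and 17 with sex.

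With each array left out in turn, the counts ran from 131 to 320, 160 to 445, 0 to 17, 0 to 2609, 0 to 20, 8 to 961 and 19 to 854 in the order of the report, where a lone remaining array is assumed to vary like the other groups. Lists passing camera's test numbered 13, 14 and 14 for the first 2 comparisons and the organoids (11 to 16, 11 to 17 and 11 to 15 with an array left out) and 0 in each with an estimated correlation. Fry divided the lists that passed camera's test for Cdx2null against control SI SCs. Both study lists, enterocyte, Paneth, pit, neck and pyloric gland, chief and gastric identity genes passed fry (adjusted p at most 0.0243). Intestinal stem cell (adjusted p = 0.367), intestinal transcription factor (0.0992), enteroendocrine (0.472), Hox (0.374) and proliferation genes (0.367) did not pass fry. The correlation of 0.911 was 0.676, 0.691 or 0.803 without shared controls and 0.775 to 0.918 with an array left out.

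The replicate numbers are shared by the groups, and differences between arrays 2 and 1 correlated between groups at 0.375 (control SI and Sto SCs), 0.231 (control and Cdx2null SI SCs), 0.377 (control Sto and Cdx2null SCs) and -0.061 (Sto and SI organoids), with 2 shared numbers in each of these pairs, too few to show that the numbers pair the arrays. A shared day or batch among the SCs stays open, and number 1 joins a male control SI SC array to female arrays. With a replicate block, which leaves out control SI SCs 3, the counts were 228 for Cdx2null and 500 for control Sto against control SI SCs (185 and 307 without that array and without the block), and 0 for Sto against SI organoids.

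Direction reversed for genes that were not called in the comparison named. Against control SI SCs, Cdx2null SI SCs had Vil1 at -0.10, Gast at -0.077 and Nkx6-3 at -0.034 after quantile normalisation, and Vil1 at -0.11, Muc5ac at -0.11, Gast at -0.12, Shh at -0.016 and Nkx6-3 at -0.13 after centring. Vil1 was at -0.055 and Nkx6-3 at -0.53 with either array term, Vil1 at -0.36, Atp4a at -0.10 and Nkx6-3 at -0.78 with sex, and Vil1 at -0.14 and Nkx6-3 at -0.34 with the block. Control Sto SCs had Lyz1 at -0.094 and Shh at -0.10 after centring, Atp4b at 0.039 with either array term, 0.062 with sex and 0.10 with the block, and Lyz1 at -1.37 and Shh at -0.014 with sex. Cdx2 was at -0.58 for the medium within Sto organoids. With an array left out, values in Cdx2null SI SCs ran from -0.14 to 0.24 for Vil1, -0.11 to 0.18 for Gast, -0.34 to 0.42 for Nkx6-3, -0.012 to 0.10 for Muc5ac, 0.07 to 0.19 for Shh, -0.055 to 0.52 for Atp4a, -0.43 to 0.10 for Lgr5, -0.57 to 2.54 for Pgc, -0.78 to 3.76 for Lyz1 and -0.52 to 5.63 for Sox2. In control Sto SCs they ran from -2.47 to 2.69 for Lyz1, -0.078 to 0.28 for Shh and -0.12 to 0.10 for Atp4b, against control Sto SCs from -1.20 to 3.96 for Lyz1, -6.05 to 0.093 for Sox2 and -1.48 to 0.090 for Cblif, for the medium from -0.59 to 0.82 for Cdx2, and for SCs against organoids from -0.45 to 1.75 for Cdx2.

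Over all named genes, 2088 of 2744 values under other settings kept direction and side of the threshold, 548 lost and 82 gained the call and 26 reversed, and of 1245 values with an array left out 841 kept both, 349 lost and 31 gained the call and 24 reversed. Weak signal over background limits folds of genes near the lowest values.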

Other observations

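Chosen after the results were seen were the list counts, the genes named here and the fits of the medium within an origin that leave out a library. Differentiated cell types of the intestinal organoids came out in the planned fit that left the library labelled SI organoids SI med 1 out of SI organoids in SI medium. The SCs had been grown in Sto medium, as far as the paper states it, so this fit changes sorting and medium together. In sorted control SI SCs 21 of 29 enterocyte genes then fell and 0 rose, and 15 of 23 enteroendocrine genes fell and 0 rose, both with an adjusted p = 0.011 with an estimated correlation. The disaccharidase Sis was 99.5-fold lower in SCs (-6.64, SE 0.29, adjusted p = 1.19e-06), the fatty acid carrier Fabp1 93.6-fold (-6.55, SE 0.60, adjusted p = 0.000166) and the retinol dehydrogenase Rdh7 91.8-fold (-6.52). The incretin Gip was 45.9-fold (-5.52, SE 0.19, adjusted p = 4.6e-07) and the granule protein chromogranin A, Chga, 37.6-fold lower (-5.23). Higher in SCs were Muc6 (74.3-fold, 6.22, SE 0.60, adjusted p = 0.000235), the secreted protease inhibitor Wfdc2 (31.8-fold, 4.99), Lrg1 (23.5-fold, 4.56) and the Wnt target Tnfrsf19 (17.6-fold, 4.14). Lgr5 was 2.18-fold higher (1.12, adjusted p = 0.0321), 7 of 18 Wnt targets and 5 of 11 neck and pyloric gland genes rose (adjusted p = 0.215 and 0.209 with an estimated correlation), and 0 of 18 proliferation genes were called. In unsorted SI organoids in Sto medium, 1 array, Alpi (9.17) was near control SI SCs (9.02). SI organoids in SI medium 2 and 3 had Alpi at 12.32 and 11.85. Muc6 (7.52) lay between control SI SCs (10.37) and those arrays (4.41 and 3.91). Lgr5 (9.95) was near those arrays (9.90 and 10.28) and lower than in control SI SCs (11.22). How much of the differences comes from the medium was not tested. Without the library labelled SI organoids SI med 1 the origin difference in organoids also held the hormone Gip (-5.24) and Chga (-5.61), lower in Sto organoids, while Krt20 was higher (2.78, adjusted p = 0.000551).

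Medium within each origin was compared with 1 array in Sto medium, assumed to vary like the other groups. Within Sto organoids 20 genes were called by limma, 13 higher and 7 lower in Sto medium, with 2086 at an unadjusted p under 0.05, and 815 were called (521 higher, 294 lower) without the library labelled SI organoids SI med 1, which enters through the shared spread. Muc5ac (379-fold, -8.57, SE 0.26, adjusted p = 0.0043), Gkn2 (377-fold, -8.56, SE 0.45) and Shh (48.2-fold, -5.59, SE 0.22) were lower, and the secreted phospholipase Pla2g2a (141-fold, 7.14, SE 0.45), Lgr5 (32.8-fold, 5.03, SE 0.36, adjusted p = 0.0475), Axin2 (9.35-fold, 3.23, SE 0.23) and the hedgehog receptor component Smo (12.4-fold, 3.63) were higher. Xist (-8.23) and the Y-linked genes Eif2s3y (5.20) and Uty (4.39) were also among the 20, since the array in Sto medium is male and those in SI medium are female. Both Sto arrays in SI medium also carry the extra identifier in their labels, and the array in Sto medium does not. With 1 array in Sto medium, the medium cannot be separated from that culture or from the identifier. In female control Sto SCs, sorted from Sto medium and also without the identifier, Muc5ac (4.52), Gkn2 (4.23), Shh (3.78) and Lgr5 (10.95) were also far from their levels in Sto organoids in SI medium. Within SI organoids 0 genes were called by limma with the library labelled SI organoids SI med 1 (826 at an unadjusted p under 0.05) and 383 without it, 134 higher and 249 lower.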
